A study of Mus musculus with 12 samples.

How the data were processed

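H4K8ac, acetylation of lysine 8 on histone H4, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in mouse oligodendrocyte progenitor cells (OPCs), the dividing glial cells that give rise to myelin-forming oligodendrocytes. Per the labels' protocols, the cells were sorted from the forebrain of mice that carry a nuclear green fluorescent protein under control of Pdgfra, a gene expressed in OPCs. They were taken at postnatal day 5 (neonatal) or 60 (adult), chromatin was crosslinked with paraformaldehyde, and libraries were made from 2 ng of immunoprecipitated DNA or 10 ng of input DNA. The series has 12 samples: 3 neonatal and 3 adult H4K8ac libraries and 6 input libraries. Processed files of the input libraries were not analysed here, so no value below is relative to input except as far as the authors used input to call peaks, which the labels do not state.

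Each H4K8ac library has its own peak list, so peaks were called per library and not on pooled samples. Per the file headers, the authors deposited for each peak its position, a score, a fold enrichment over background (a linear ratio), −log10 of its p-value and q-value, and an annotation of the ChIPseeker kind with the nearest gene, the class of the position and the distance to the transcription start site (TSS). In the deposited lists the score is 10 times −log10 of the q-value, rounded down. The largest q-value of each list lies between 0.0427 and 0.0489, so the lists were limited at about 0.05. The authors' lists hold peaks on chromosomes 1 to 19 and X. Between 7 and 14 numbers are missing from the peak numbering of each list. The peak caller, aligner, read filters and genome build are not stated in the labels or headers. The gene coordinates in the lists overlapped the GRCm38.p6 position of the gene with the same symbol for 14216 of 14228 protein-coding genes. Coordinates are given as the authors' files give them, counted from 1. Fold enrichments, p-values and q-values of peaks are the authors' own and were used to rank, filter or describe peaks within a list and to recover a background level for each library, which was compared between libraries.

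The authors also deposited a table of differential sites between the ages, with a log2 fold change, a p-value and an adjusted p-value per site and no values per library. Every site in it has an adjusted p-value under 0.05. Multiplying the adjusted p-value by the rank and dividing by the p-value gave 54838 tested sites, within 1 for 88.8% of the listed sites, as a Benjamini-Hochberg adjustment would. The table names no direction. Sites with a positive value overlapped peaks of the adult lists far more often than those of the neonatal lists and sites with a negative value the reverse (values in the results), so a positive value was read as higher in adult cells. How the authors normalised the reads behind this table is not stated. A site was given the class and gene of the deposited peak that shared the most bases with it.

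Reads per library are not in the files. The genome-wide background level of each library, which grows with the number of fragments and their length, was therefore recovered from the lists. Where a fold is the pileup plus 1 over the background plus 1, and the pileup is a whole number of fragments, the folds of a list lie on an evenly spaced ladder. Between 28.9% and 56.3% of the peaks of each list lay on such a ladder within 0.002 of a step, and of these between 96.4% and 99.9% had the p-value of a Poisson distribution with that background within 1%. The level describes depth only under this formula.

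Peaks were compared with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15. The 6 peak lists were merged into regions where they overlapped by at least 1 bp, and a region counted as present in a library with any overlapping peak. Overlap between libraries was the Jaccard index, the number of bases covered in both libraries divided by the number covered in either. Promoter peaks were those the authors annotated as promoter, which lie within 3000 bp of a TSS. The ages were compared with exact two-sided permutation tests over the 20 arrangements of 3 against 3 libraries, on log2 values for numbers of peaks, covered length and numbers of genes. The smallest p-value that this design can give is 0.1, so no comparison of 3 against 3 libraries could reach 0.05. Benjamini-Hochberg adjustment covered the 6 quantities measured once per library, and separately the gene lists. Counts of regions and genes found in all libraries of one age and none of the other were set against the same counts over the 10 splits of the libraries into 3 and 3, with adult-only counts against the larger and neonatal-only counts against the smaller direction of each split. Promoter shares of the authors' sites were compared with Fisher's exact test, two-sided.

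The 8 gene lists of 16 genes each (OPC, myelin, lipid metabolism, cell cycle, neuron, astrocyte, microglia and housekeeping) and the tests were fixed before the data were examined. Of the 128 list genes, 21 were the nearest gene of no peak in any library. Each peak is assigned to a single gene, so a gene beside another TSS can lack a peak that covers its promoter. The genes named in the text follow a rule set in advance: Hes5, Gpr17, Txnip, Ptgds, Cnp and Mog always, at most 5 genes of each list with a promoter peak in all 3 libraries of one age and none of the other, and the 5 sites of each direction with the largest fold change in the authors' table. Genes named outside this rule are marked as such. Some of the items that the rule names are not reported here. The median fold change of each list in the authors' table was set against 10000 random lists of the same size, drawn from the genes with a promoter site in that table.

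The alternatives tried were a q-value limit of 0.005, the same number of peaks per library (the 7353 strongest by p-value, the size of the smallest list), merging of peaks within 1000 bp, a region counted only when at least 50% of it was covered, bins of 2000 bp, promoters within 1000 bp of a TSS, any peak assigned to a gene, autosomes only, leaving out each library, and blocking on the replicate number. For the authors' table they were an adjusted p-value under 0.005 and an absolute log2 fold change of at least 1. The set operations were tested on 5600 simulated sites, in which 400 adult-only and 200 neonatal-only regions were planted and 405 and 204 were found, the extra ones being simulated misses of shared sites. The simulated lists had nearly equal lengths and the same rate of misses, unlike the real lists. The simulation therefore checks the counting and not the effect of unequal lists. The recovery of the background level was tested on 3 simulated levels. Figures were drawn with matplotlib 3.10.9.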

Results

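H4K8ac was mapped in oligodendrocyte progenitor cells sorted from the forebrain of neonatal (postnatal day 5) and adult (postnatal day 60) mice, with 3 biological replicates at each age. The comparison asked how the genomic distribution of this histone mark differs between neonatal and adult progenitors. The data comprised a peak list for each of the 6 H4K8ac libraries and the authors' table of differential sites. Inputs were not analysed here. With 3 libraries against 3, the smallest p-value of the exact permutation test was 0.1, and differences are therefore described mainly by their size against the spread between libraries.

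The neonatal lists held 9097, 31189 and 7353 peaks in replicates 1, 2 and 3. The adult lists held 72278, 72661 and 77002. The ratio of geometric means, adult over neonatal, was 5.79 (exact two-sided permutation test, p = 0.1, the smallest possible; Benjamini-Hochberg adjusted p = 0.1 over 6 quantities; n = 3 and 3). Every adult library had more peaks than every neonatal library, a separation in some direction that chance gives in 10% of splits. The ratio depended on neonatal replicate 2, which had 4.24 times as many peaks as neonatal replicate 3: without neonatal replicate 2 it was 9.04. Without neonatal replicate 3 the ratio was 4.39. It was 3.88 when peaks within 1000 bp were merged, and 5.62 at a q-value limit of 0.005.

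Peaks covered 2.98, 13.7 and 2.33 Mb in the neonatal libraries and 41.9, 44.3 and 60.9 Mb in the adult libraries. The ratio of geometric means was 10.6 (exact permutation p = 0.1, n = 3 and 3), and 18.3 without neonatal replicate 2. Adult peaks were also wider. The median width was 289 ± 39.1 bp (SD, n = 3) in neonatal libraries and 390 ± 43.7 bp (SD, n = 3) in adult libraries, a difference of 101 bp that exceeded the spread within each age (exact permutation p = 0.1). When the 7353 strongest peaks of each library were compared, the difference in median width was larger, at 900 bp.

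Read numbers were not given, so the depth behind the lists was judged from the background level recovered from the folds and p-values. This level was 2.64, 2.95 and 2.96 fragments per position in neonatal replicates 1, 2 and 3 and 1.77, 2.53 and 3.53 in adult replicates 1, 2 and 3. The adult over neonatal ratio of geometric means was 0.881 (exact permutation p = 0.7, n = 3 and 3). The adult library had the lower background level in 6 of the 9 pairs of an adult and a neonatal library, and the larger number of peaks in 9 of 9. When each level was divided by the width of the narrowest peak of its list, the ratio was 0.897. The adult library then had the lower value in 5 of the 9 pairs.

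**Figure D1:**
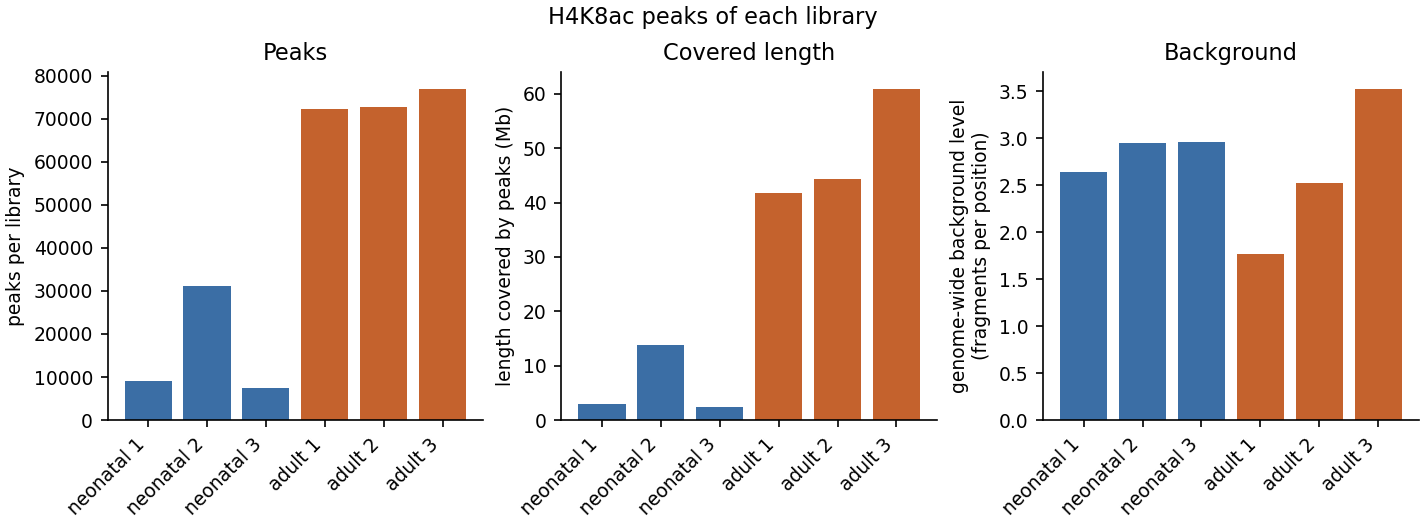
Number of peaks, length covered by peaks (Mb) and recovered genome-wide background level (fragments per position) of each of the 6 libraries, with neonatal libraries in blue and adult libraries in orange. The adult libraries hold between 72278 and 77002 peaks and the neonatal libraries between 7353 and 31189, while the background levels of the ages overlap.

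The position of the peaks differed as well. Peaks annotated as promoter made up 80.5% ± 11.4 (SD, n = 3) of neonatal and 42.5% ± 1.80 (SD, n = 3) of adult peaks, a difference of -38.1 percentage points (exact permutation p = 0.1). Distal intergenic peaks made up 8.77% ± 4.83 of neonatal and 18.4% ± 0.252 of adult peaks (SD, n = 3 each), a difference of 9.63 percentage points (exact permutation p = 0.1). Intronic peaks made up 8.94% ± 5.78 and 34.5% ± 1.43 (SD, n = 3 each). The promoter share was tied to the length of the list. Among the 7353 strongest peaks of each library it was 90.3% ± 3.32 in neonatal and 86.1% ± 3.72 in adult libraries (SD, n = 3 each), a difference of -4.18 percentage points (exact permutation p = 0.3). The distal intergenic difference at that number of peaks was 0.866 percentage points (exact permutation p = 0.5). At 31189 peaks, the full length of the list of neonatal replicate 2, the promoter share was 67.5% in that library and 59.9%, 58.0% and 57.2% in adult replicates 1, 2 and 3.

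**Figure D2:**
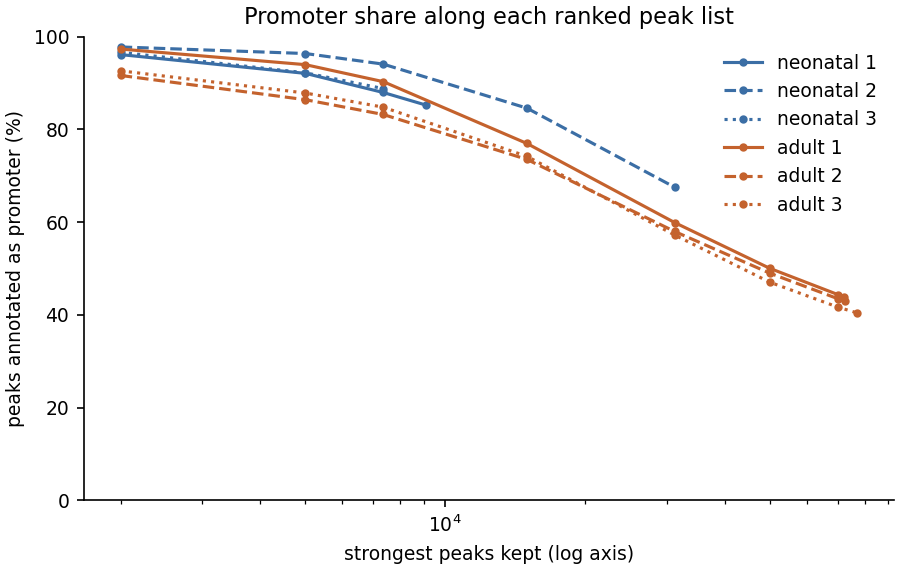
Share of peaks annotated as promoter (%) among the strongest peaks of each library, against the number of peaks kept (log axis), with neonatal libraries in blue and adult libraries in orange. The share falls along every list, from between 91.7% and 97.8% at 2000 peaks to between 40.4% and 43.9% at the full length of the adult lists.

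Libraries of the same age shared more of their covered bases on average than libraries of different ages. The mean Jaccard index was 0.247 between neonatal libraries (range 0.165 to 0.370 over 3 pairs), 0.563 between adult libraries (0.538 to 0.576 over 3 pairs) and 0.101 between ages (0.0363 to 0.226 over 9 pairs). Neonatal replicate 2 was an exception: its index was 0.226, 0.209 and 0.168 with adult replicates 1, 2 and 3, against 0.205 with neonatal replicate 1 and 0.165 with neonatal replicate 3. The mean within ages exceeded the mean between ages by 0.303, the largest value among the 10 splits of the libraries. With the 7353 strongest peaks of each library the difference was 0.254, again the largest of the 10 splits. The index in bases is limited where the covered lengths of 2 libraries are unequal. These peaks still covered 2.33 to 5.43 Mb in neonatal and 10.5 to 16.7 Mb in adult libraries. Counted in regions, their mean index was 0.519 between neonatal libraries, 0.637 between adult libraries and 0.431 between ages. With all peaks and 1 library left out at a time, the difference ranged from 0.218 (without adult replicate 3) to 0.463 (without neonatal replicate 2). Counted in regions in place of bases, it was 0.278, and 0.185 where a region had to be covered over 50% of its length.

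The 6 lists merged into 97978 regions, of which 42920 were found in a single library. Peaks in all 3 adult libraries and no neonatal library were found in 20028 regions, and peaks in all 3 neonatal libraries and no adult library in 39 regions. Of the 4837 regions with a peak in all 3 neonatal libraries, 99.2% had a peak in at least 1 adult library. The asymmetry went with the length of the lists: among the 7353 strongest peaks of each library, 763 regions were adult-only and 518 were neonatal-only. With 1 library left out, neonatal-only regions ranged from 43 to 192, the latter without neonatal replicate 3.

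Promoter peaks lay on 6384, 13708 and 5630 genes in the neonatal libraries and on 15522, 15128 and 15499 genes in the adult libraries. The ratio of geometric means was 1.95 (exact permutation p = 0.1, n = 3 and 3). With the 7353 strongest peaks it was 0.979 (exact permutation p = 0.6), so the direction did not hold at equal numbers of peaks. A promoter peak in all 3 adult and no neonatal library was found on 2251 genes, which became 6742 without neonatal replicate 2. The reverse was found on 49 genes, and on 66 to 116 genes with 1 library left out, the latter without neonatal replicate 3. Among the 7353 strongest peaks of each library these numbers were 408 and 455. Promoters of olfactory receptor genes, taken here as genes not used in progenitors, had a peak on 0, 2 and 1 of 1110 genes in the neonatal libraries and on 8, 4 and 7 in the adult libraries.

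The gene lists showed whether the increase was general. All 16 myelin genes had a promoter peak in each adult library, against 5 ± 2.65 (SD, n = 3) in neonatal libraries, a difference of 11 genes (exact permutation p = 0.1, adjusted p = 0.267 over the 8 lists). OPC genes did not differ, with 14 ± 2.65 in neonatal and 14 ± 1 in adult libraries (SD, n = 3 each, exact permutation p = 1). Housekeeping genes went from 10 ± 3.61 to 15 ± 0 (SD, n = 3 each, exact permutation p = 0.1, adjusted p = 0.267), and microglial genes from 0 ± 0 to 1.33 ± 0.577 (SD, n = 3 each, exact permutation p = 0.1, adjusted p = 0.267). For lipid metabolism, cell cycle, neuron and astrocyte genes the means rose by 5.33, 7, 3.33 and 2 genes, with overlapping libraries and exact permutation p-values of 0.4, 0.2, 0.4 and 0.6 (n = 3 and 3). Without neonatal replicate 2 the lipid metabolism, neuron and astrocyte differences were 8.5, 6.17 and 4.83 genes. Without neonatal replicate 3 the lipid metabolism difference was 3.5 and the astrocyte difference -0.167, and without neonatal replicate 1 the neuron difference was 1.67. In 3 of the 8 lists every adult library lay above every neonatal library, and in 7 of the 8 without neonatal replicate 2.

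With the 7353 strongest peaks of each library the lists parted. Myelin genes with a promoter peak numbered 4 ± 1 in neonatal and 13 ± 1 in adult libraries (SD, n = 3 each, exact permutation p = 0.1, adjusted p = 0.267). OPC genes fell from 11.7 ± 2.08 to 5 ± 0 (SD, n = 3 each, exact permutation p = 0.1, adjusted p = 0.267). Lipid metabolism genes rose from 6.67 ± 1.15 to 10.7 ± 0.577 (SD, n = 3 each, exact permutation p = 0.1, adjusted p = 0.267). The housekeeping difference was 1.67 genes (exact permutation p = 0.3, n = 3 and 3) and the microglial and cell cycle differences were 0.

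**Figure D3:**
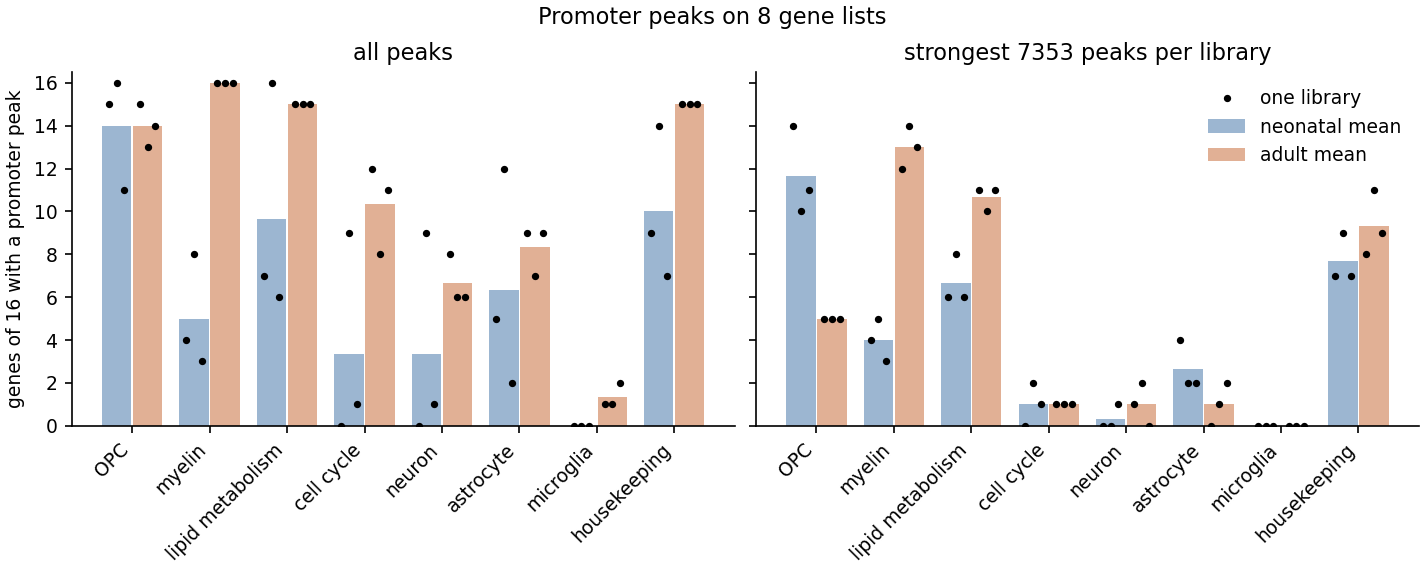
Number of genes of each 16-gene list with a promoter peak, with all peaks (left) and with the 7353 strongest peaks of each library (right). Bars are means of 3 libraries, blue for neonatal and orange for adult, and points are single libraries. Myelin genes are higher in adult libraries in both panels, and OPC genes are lower in adult libraries only in the right panel.

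Genes with a promoter peak in all 3 adult and no neonatal library included 8 of the myelin list, among them Mog, Mag, Mobp and Opalin. The other lists gave Aurka and Pcna (cell cycle), Slc17a7 (neuron), Cx3cr1 (microglia) and Pgk1 (housekeeping). No list gene had the reverse pattern. A peak within 3000 bp of an Aurka TSS, assigned to another gene, was present in 1 neonatal library, an alternative chosen after seeing the data. Pcna, Slc17a7, Cx3cr1 and Pgk1 had no promoter peak among the 7353 strongest of any adult library, whereas Mog, Mag, Opalin and Aurka had it in 3 adult libraries and Mobp in 2.

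Among the 6 genes of prior interest, Mog (chromosome 17, 37010743 to 37023398, ENSMUSG00000076439.12) had promoter peaks in 3 adult and 0 neonatal libraries. In the 32.7 kb around the gene, peaks covered 11.7, 10.7 and 14.2 kb in adult replicates 1, 2 and 3, and 0, 1.87 and 0.254 kb in neonatal replicates 1, 2 and 3. Ptgds (chromosome 2, 25466709 to 25470046) had promoter peaks in 1 neonatal and 3 adult libraries, Txnip (chromosome 3, 96557957 to 96561883) in 1 and 3, Cnp (chromosome 11, 100574904 to 100591729) in 2 and 3, and Hes5 (chromosome 4, 154960923 to 154962371) in 2 and 3. Gpr17 (chromosome 18, 31942997 to 31949636) had promoter peaks in 3 neonatal and 2 adult libraries. In adult replicate 3 a peak lay within 3000 bp of its TSS but was assigned to the neighbouring gene Lims2. Counted by position in the same way, Txnip had a peak in 2 neonatal and 3 adult libraries. Among the 7353 strongest peaks, Hes5 and Txnip had an assigned promoter peak in no library, although by position alone Hes5 had a peak in 1 adult and Txnip in 1 neonatal library.

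**Figure D4:**
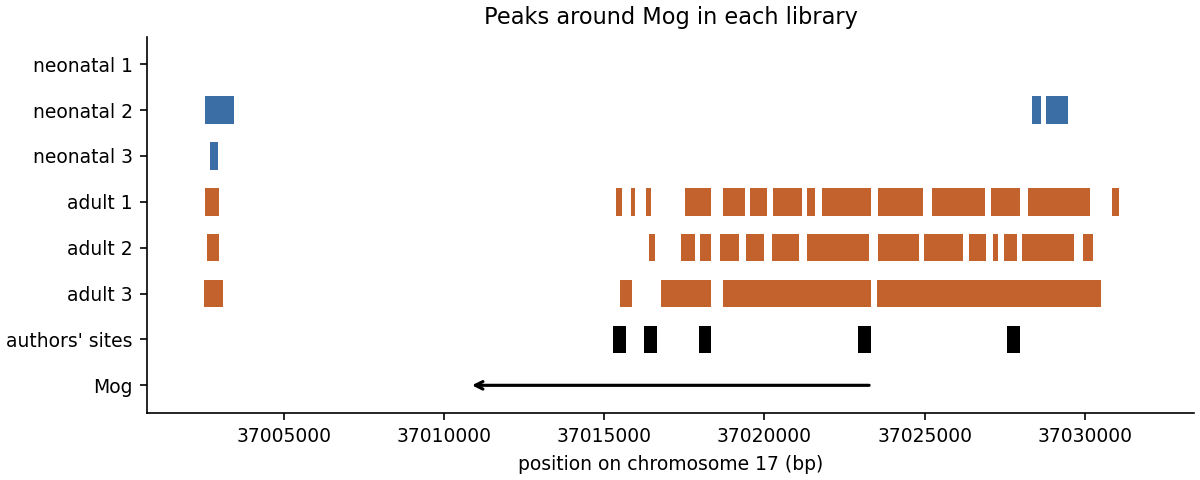
Peaks of the 6 libraries around Mog on chromosome 17 (position in bp), with neonatal peaks in blue, adult peaks in orange, sites of the authors' deposited table in black, and the arrow giving the extent and direction of Mog. Adult peaks cover between 10.7 and 14.2 kb of the 32.7 kb shown.

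The authors' deposited table lists 43888 differential sites, of which 43634 were higher in adult and 254 higher in neonatal cells. In the authors' deposited table, positive sites overlapped a peak of adult replicates 1, 2 and 3 in 85.0%, 89.4% and 96.7% of cases and a peak of neonatal replicates 1, 2 and 3 in 11.7%, 27.8% and 10.3%. Negative sites of the authors' deposited table overlapped adult peaks in 23.2%, 15.7% and 18.9% of cases and neonatal peaks in 78.0%, 98.0% and 54.7%. The p-values of the authors' deposited table give 54838 tested sites, of which 10950 are not listed. The log2 fold change in the authors' deposited table had a median of 2.42 (quartiles 1.72 and 3.40) in positive sites and of -1.61 (quartiles -1.99 and -1.27) in negative sites. Even if every unlisted site lay below all others, the median log2 fold change of all sites tested for the authors' deposited table was at least 2.04, so single sites are read against a general shift of that size. At an adjusted p-value under 0.005, 32151 positive and 71 negative sites remained in the authors' deposited table.

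**Figure D5:**
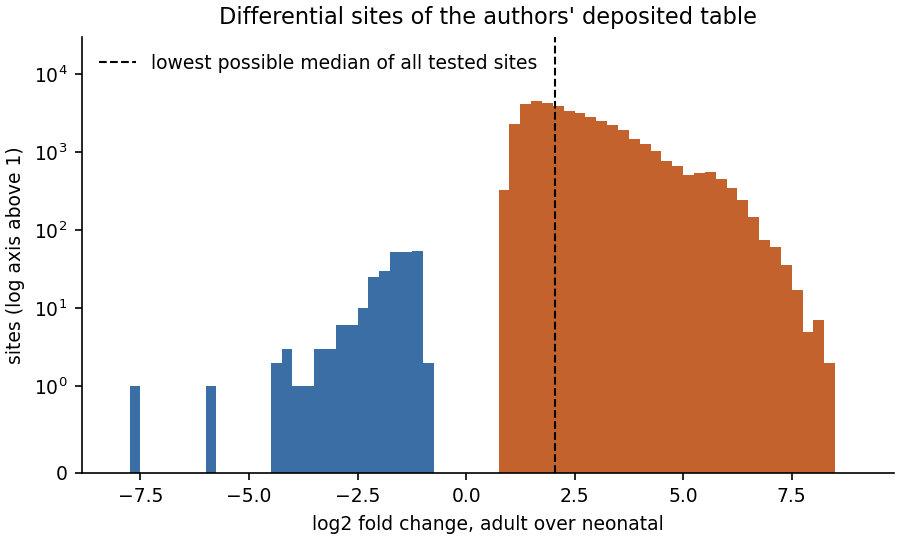
Number of sites of the authors' deposited table by log2 fold change, adult over neonatal, in bars 0.25 wide on a vertical axis that is logarithmic above 1. Sites higher in adult cells are orange, sites higher in neonatal cells are blue, and the dashed line at 2.04 marks the lowest possible median of all tested sites.

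In the authors' deposited table, 44.0% of 43630 annotated positive sites and 56.4% of 250 annotated negative sites were promoter sites, a difference of -12.4 percentage points (Fisher's exact test, two-sided, p = 9.26e-05, across sites, which are not replicates). At an adjusted p-value under 0.005 the difference in the authors' deposited table was -7.48 percentage points (Fisher's exact test, p = 0.215). Positive sites of the authors' deposited table had a median log2 fold change of 1.86 in promoters, 2.88 in introns and 2.79 in distal intergenic positions. The median in the authors' deposited table was 2.90 where no neonatal library had a peak and 1.37 where all 3 had a peak, a difference that arises in part by construction because the neonatal signal is the denominator of the fold change.

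The largest positive values of the authors' deposited table, log2 8.40, 8.27, 8.16, 8.10 and 8.08, belonged to sites assigned to Gm20203 (chromosome 1, 191788394 to 191788793, promoter), Gm26141 (chromosome 2, 158750874 to 158751273, exon), Gm47319 (chromosome 9, 14388218 to 14388617, promoter), Trim2 (chromosome 3, 84289316 to 84289715, intron) and Ubash3b (chromosome 9, 41161240 to 41161639, promoter). Each overlapped a peak in 3 adult and 0 neonatal libraries. Among the 5 largest negative values of the authors' deposited table, a site in an intron, assigned to Igf2bp1 (chromosome 11, 95991042 to 95991441), had log2 -4.45 (adjusted p = 3.95e-09 in the authors' deposited table). A promoter site of Igf2bp3 (chromosome 6, 49213940 to 49214339) had log2 -4.45 (adjusted p = 1.22e-07 in the authors' deposited table). The Igf2bp1 and Igf2bp3 sites overlapped a peak in 3 neonatal and 0 adult libraries.

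For the 6 genes of prior interest, the promoter site with the smallest p-value in the authors' deposited table was higher in adult cells in each case. The log2 fold change in the authors' deposited table was 4.03 for Mog (adjusted p = 7.21e-11), 3.35 for Ptgds (adjusted p = 1.23e-06), 2.87 for Cnp (adjusted p = 4.97e-11), 1.54 for Hes5 (adjusted p = 0.00963), 1.33 for Txnip (adjusted p = 0.0244) and 1.30 for Gpr17 (adjusted p = 0.00793). Against the general shift of at least 2.04, Mog, Ptgds and Cnp lay above it and Hes5, Txnip and Gpr17 below it. That shift covers all classes of site, and positive promoter sites alone had a median of 1.86 in the authors' deposited table. Genes were also grouped by neonatal libraries with a promoter peak. For 0, 1, 2 and 3 libraries the median in the authors' deposited table was 2.63, 1.76, 1.59 and 1.51. Against their own group Mog, Ptgds and Cnp still lay above, Txnip and Gpr17 below, and Hes5 close to the median. Mog lay at the 85.2 percentile of listed sites in the authors' deposited table and Gpr17 at the 8.28 percentile. The Hes5 site (chromosome 4, 154958144 to 154958543) lay at -2070 bp from the TSS. It was the only site assigned to Hes5 in the authors' deposited table, so no value is given for the TSS itself. A second Gpr17 site of the authors' deposited table, in the 3' untranslated region (chromosome 18, 31945949 to 31946348), had log2 3.65 (adjusted p = 6.92e-16).

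By list, the median promoter log2 fold change in the authors' deposited table was 2.81 over 16 myelin genes, at the 99.95 percentile of 10000 random lists of the same size, and 1.34 over 15 housekeeping genes, at the 0.390 percentile. It was 1.57 over 10 OPC genes, 1.69 over 14 lipid metabolism genes, 2.17 over 6 cell cycle genes, 1.57 over 6 neuron genes, 1.73 over 3 astrocyte genes and 2.89 for 1 microglial gene in the authors' deposited table, at the 19.4, 40.2, 84.8, 23.8, 48.3 and 85.5 percentiles. The median over all 12058 genes with a promoter site was 1.75. These percentiles describe the table and are not tests across animals. List genes without a listed promoter site do not enter the medians. The medians therefore hold only for genes with a significant promoter site, and more genes were left out of some lists than of others. After the values were seen, the 4 list genes with a promoter value below 0 in the authors' deposited table were singled out: Pdgfra (chromosome 5, 75153261 to 75153660, log2 -1.23, adjusted p = 0.0270), Sox5 (chromosome 6, 144209062 to 144209461, log2 -3.00, adjusted p = 0.000778), Syt1 (chromosome 10, 109010556 to 109010955, log2 -1.97, adjusted p = 0.0458) and Sox9 (chromosome 11, 112782539 to 112782938, log2 -1.94, adjusted p = 0.00529). Pdgfra and Sox5 had promoter peaks in 3 neonatal and 3 adult libraries, and among the 7353 strongest peaks of each library in 3 neonatal and 0 adult libraries.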

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

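The test in this part was chosen after the result was seen. The authors' deposited table holds 8 differential sites on unplaced scaffolds, which are sequences not assigned to a chromosome and which the peak lists leave out, so they have no annotation and enter no comparison of peaks, although they are part of the counts, fold changes and overlap shares reported from the table. They stand out because a signal appears outside the measured lists. The 4 sites on the scaffold JH584304.1 were all higher in neonatal cells in the authors' deposited table, with log2 fold changes from -7.59 to -1.37, and the most extreme of them (40001 to 40400, adjusted p = 1.65e-10) is the largest decrease of the whole table. A further one (65613 to 66012, log2 -4.22, adjusted p = 3.30e-08 in the authors' deposited table) is also among the 5 largest. The other 4 sites, on 3 scaffolds, were all higher in adult cells. Only 0.579% of all listed sites are higher in neonatal cells. If reads from repeats that the assembly collapses onto JH584304.1 were the source, its sites should move together, and all 4 did. A real change across that stretch would move them together as well, so these cannot be told apart without reads or inputs, which were not analysed here. Difference in age, as the design names it, stays open and untested.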

How the results depend on the processing

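In all, 16 results that answer a comparison and 14 others (gene lists and named genes) were recomputed. A q-value limit of 0.005, autosomes only and blocking changed none of the results they apply to, among the 16, by more than the spread between libraries or 1.5 times the count, and bins of 2000 bp or a promoter limit of 1000 bp changed none of theirs by that measure. The permutation p-values cannot fall below 0.1, so they say nothing about stability.

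The number of peaks kept mattered most. With the 7353 strongest peaks of each library, the covered-length ratio was 3.996, the difference in median width 900 bp, in promoter share -4.18 percentage points and in distal intergenic share 0.866 percentage points. Adult-only and neonatal-only regions numbered 763 and 518, and adult-only and neonatal-only promoter genes 408 and 455. The ratio of genes with a promoter peak reversed to 0.979, and the astrocyte list reversed to a difference of -1.67 genes. Lists of equal length remove the difference in number by construction, but the weakest kept peaks were then stronger in every adult library. Counting any peak within 3000 bp of a TSS at that number, chosen after seeing the data, gave -2 for the astrocyte list and -1 for Txnip (adult minus neonatal libraries). The number of lists with every adult library above every neonatal one went from 3 to 2 with the strongest peaks, and the lists were then myelin and lipid metabolism. It also fell to 2 with autosomes only, where housekeeping lost its separation (3.33 genes, exact permutation p = 0.4), and with the 1000 bp promoter limit, where microglia did (0 genes, exact permutation p = 1).

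Merging peaks within 1000 bp raised the difference in median width to 492.5 bp and lowered the ratio of peaks to 3.88. Requiring 50% of a region to be covered left 9 neonatal-only regions and lowered the overlap within against between ages to 0.185, counted in regions, against 0.278 in regions at 1 bp and 0.303 in bases. Counting any peak assigned to a gene gave 3714 adult-only genes. At an adjusted p-value under 0.005 the authors' deposited table kept 71 sites higher in neonatal cells, and the difference in promoter share was -7.48 percentage points (Fisher's exact test, p = 0.215). The smaller number of sites weakens that test by construction, and the smaller difference had a cause that was not tested. Among the gene lists and named genes, 23 other values moved.

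Across the 6 fits that each left out 1 library, neonatal-only regions ranged from 43 to 192, neonatal-only promoter genes from 66 to 116, adult-only promoter genes from 2267 to 6742, lists with complete separation from 3 to 7, and the astrocyte difference from -0.167 to 4.83 genes. A presence rule over fewer libraries passes more regions by construction. The extremes came from leaving out neonatal replicate 2 or 3, except the 66 genes (adult replicate 3) and the 3 lists. Without neonatal replicate 2 the ratio of peaks was 9.04 and of covered length 18.3. Without neonatal replicate 3 these ratios were 4.39 and 7.56. Whether replicate numbers pair the samples was not settled. The deviations of same-numbered libraries from their age means over 1601 windows of 1 Mb correlated at 0.0209, 0.0304 and 0.0492. Pairs with different numbers lay between -0.0457 and 0.0176. The same-numbered pair was thus the highest for each library, although all values were small. With the replicate number as a block, the ratio of peaks was 5.79 (exact sign-flip test, p = 0.25, the smallest possible), and the other 5 quantities gave the same p-value. Without read counts, the depth of the lists limits every absence of a peak to no detection at that depth.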

Other observations

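Which explanations to weigh in this part, and against which values, was chosen after the results were seen. Some of the values come from tests fixed before the data were examined. These include the gene lists and the alternatives with equal numbers of peaks and with a q-value limit of 0.005.

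Adult libraries had 5.79 times as many peaks as neonatal libraries. Sequencing depth is argued against by the background level, with an adult over neonatal ratio of 0.881. The highest adult level was 1.34 times the lowest neonatal level. That level describes only the peaks on the ladder. They made up 28.9% to 47.7% of peaks in neonatal and 49.0% to 56.3% in adult libraries. The background of the other peaks and the depth of the inputs are not covered by it. A looser threshold for the adult lists is argued against by the ratio of 5.62 under a shared q-value limit of 0.005. Efficiency of the immunoprecipitation stays open: neonatal replicates 2 and 3 had nearly the same background level (2.95 and 2.96) and yet differed 4.24 times in peaks, so a factor other than depth and age moved the number of peaks within an age. No spike-in is named in the labels and inputs were not analysed here, so a difference in efficiency between the ages and a genome-wide rise of the mark with age cannot be told apart.

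Efficiency alone, as a single factor on all sites, would keep the order of the promoters. At equal numbers of peaks OPC genes changed by -6.67 and myelin genes by 9 of 16, in opposite directions and beyond the spread between libraries, which argues against a single factor as the whole difference among the strongest peaks. The myelin difference of 9 genes also argues against the greater number of adult peaks as its cause. A hypothesis is that the composition or state of the sorted cells differs with age. The nuclear fluorescent protein may persist into newly formed oligodendrocytes, and mature oligodendrocytes among the sorted adult cells could mark myelin promoters. The myelin list lay at the 99.95 percentile of random lists in the authors' deposited table, as such cells would give, and a change within the progenitors would give the same, so these cannot be told apart. Mog, Mag and Opalin had a promoter peak among the 7353 strongest of all 3 adult libraries. In neonatal libraries a mean of 5 of the 16 myelin genes had a promoter peak as well, and Mog and Cnp of that list were of prior interest in this study; no gene is on more than 1 list.

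The lower promoter share of adult libraries may come from longer lists that reach weaker sites, since the difference shrank from -38.1 to -4.18 percentage points at equal numbers of peaks. What remained was larger than the SD of either age (3.32 and 3.72), although the ranges of the ages overlapped (88.0% to 94.1% in neonatal and 83.2% to 90.3% in adult libraries), so it stays open whether the length of the lists accounts for the whole difference. At 31189 peaks the adult libraries still lay between 57.2% and 59.9% against 67.5% in neonatal replicate 2, a single library.

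Whether myelin promoters rose more and housekeeping promoters less because of their neonatal marking stays open. The neonatal signal is the denominator of the fold change, so genes split by neonatal peaks differ in fold by construction, and such a split is no test. Against lists matched on neonatal promoter strength (draws from the 200 nearest genes), in the authors' deposited table, myelin lay at the 98.6 percentile and housekeeping at the 1.36 percentile; matched only on the number of neonatal libraries with a peak they lay at 99.1 and 0.970. With 8 lists examined, neither percentile lies outside what chance gives.

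The separation of the ages was set against the other splits of the 6 libraries. For the overlap in bases within against between ages, with all peaks and with the 7353 strongest, 1 of the 10 splits gave a value as large, the real one. Unequal covered lengths of the ages also lower the overlap in bases between them, so this value does not describe position alone. Each split has a count in either direction, and the adult-only counts were set against the larger and the neonatal-only counts against the smaller of these. In that form 1 of 10 splits gave as many regions or promoter genes in each case, and 10 splits cannot give a smaller share. The largest count of any other split was 518 regions in its larger direction, against 20028. Set against either direction, the 39 neonatal-only regions were not exceptional, with as many in 6 of 10 splits, and neither were the 49 neonatal-only promoter genes, with as many in 4 of 10 splits.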
